A study of Mus musculus with 9 samples.

How the data were processed

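The data are RNA-seq measurements of iNKT1 cells from the thymus, liver and spleen of C57BL/6 mice. There were 9 libraries, 3 per tissue. Per the labels' protocols, total RNA was isolated with a commercial micro kit, libraries were built with an ultralow-input kit, and they were sequenced for 76 cycles on a NextSeq500. The mice carried a Cre recombinase driven by Tbx21 and a YFP reporter. The tissue of each library was taken from its label, and each column of the deposited table was matched to a library by the tissue and replicate number in its name. One thymus column, replicate 2, has a prefix with an additional letter that the labels do not explain. No per-sample column was left unused.

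The deposited table holds 1 value per gene and library for 14004 genes. The unit is a normalised read count, treated here as a signal, since the authors' deposited values are not whole numbers, and column totals lie between 22363922 and 32037024. Neither the labels nor the header names the aligner, the counting tool, the genome build, the annotation or the scaling, so no coordinates are given. In each library the low values lie on a ladder of equal steps, as read counts scaled by a factor per library do. The step was estimated per library, and reads were recovered by rounding the value over the step. Of 25714 values of at most 20 reads, 96.2% lay within 0.1 reads of a whole number. By library this share ran from 82.9% in liver replicate 3 to 100.0%. Where no read was recovered, the deposited value was 0 in liver replicates 1 and 2 and in the spleen libraries, a median of 0.0208, 0.0267 and 0.0427 in thymus replicates 1, 2 and 3, and a median of 0.763 in liver replicate 3. Gene symbols came from a table of gene names and matched 13359 of the 14004 gene identifiers; the other 645 kept their identifier.

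The tests had been planned for counts, with edgeR's quasi-likelihood test, and with a stated fallback for normalised values. Because the unit is not a count, the fallback was used. It was limma-trend (limma 3.58.1 in R 4.3.3) on log2(value + 1), over genes with a value of at least 1 in at least 3 samples, which left 13309 genes. All 9 samples entered 1 fit with a term per tissue and no block, and the 3 pairwise contrasts and an F-test of any tissue difference were taken from it. Pairwise p-values are two-sided, and all have Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are differences of mean log2(value + 1). The added 1 shrinks the change of low genes. Because logs are averaged, a gene with no or few reads in some libraries of a tissue can still have a fold change well above that of its means. Where every library of a tissue had at most 3 recovered reads, a fold is given as a lower bound against 3 reads. Such bounds cover counting error only, since the labels mention no molecular identifiers.

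The share of the sum of squares between tissues was computed on log2(value + 2) over the 2000 most variable genes and tested exactly over all 280 partitions of the 9 libraries into groups of 3. The 7 gene lists (residency, recirculation, type 1 effector, iNKT2 and iNKT17 markers, cell cycle, immediate early, interferon response) were tested in the 3 comparisons with limma's camera at a preset correlation of 0.01 on log2(value + 2), adjusted over the 21 tests, with fry and an estimated correlation beside it. A panel of 20 genes was tested, to be reported whatever its values; some of its genes are not reported here. Lists of hepatocyte, B cell, erythroid, myeloid and immature thymocyte genes served the closing section. The lists, the panel, the tests of these comparisons and the rule for naming genes were fixed before the data were examined. By that rule the text names, per pairwise comparison, the 4 largest rises and the 4 largest falls among genes past the threshold with an average of at least 10 in the higher tissue and no overlap of the 3 values with the other 3. It also names panel genes and up to 4 members of a list past the threshold. Unnamed gene models and receptor segments were counted and not named.

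Both thymus comparisons share the thymus libraries. Their overlap was set against 50 simulated tables in which no tissue differed, drawn from negative binomial counts with the real gene means, library sizes and gene-wise dispersions. Those tables have the same dispersion in every tissue. The correlation of fold changes was therefore set against 50 further tables, added after the data had been seen. Each held the mean of a gene over all libraries plus the residual of each library from its tissue, scaled for 3 replicates and with a random sign. The procedure was also tested on 10 simulated tables with 200 genes changed in liver by 4-fold to 32-fold. In the liver vs thymus contrast it called 31.4% of the changed genes, all with the right sign, and 5.86% of its calls were false; of the 32-fold changes it called 46.4%. A list of 34 genes raised 4-fold was found in 20 of 20 simulated tables. Genes were drawn independently there, so this does not test the calls of lists whose genes vary together. Recovery of reads was tested on 9 simulated libraries of 14004 genes, and all reads up to 1000 came back exactly. The simulated values were built on an even ladder with little noise. The values of liver replicate 3 lie less closely on one, so the test does not show how exact recovery is there.

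Alternatives were the scaling, the filter, the pseudocount, the tool (DESeq2 1.42.0, limma-trend on log2 CPM), a block for the replicate number, the samples in the fit, the threshold, and leaving out each library in turn. Rescaling was applied to the deposited values, and the count tools were run on the recovered reads. Fits over only the samples compared and changed thresholds entered the pairwise counts alone. They are not among the alternatives counted for single genes. After the data had been seen, further settings were added. These were edgeR 4.0.16 (quasi-likelihood, with and without the block), pseudocount 16, limma array weights, equal totals without mitochondrial genes, values without a read set to 0, the scalings for the gene lists, a term for the libraries numbered 2, and a fit over only the libraries numbered 1 and 3. The edgeR test without the block is the one planned for counts, and only its use on the recovered reads was added. It called 17, 32 and 2 genes in liver vs thymus, spleen vs thymus and liver vs spleen.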

Results

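Invariant natural killer T (iNKT) cells are T cells with a semi-invariant receptor for lipids presented by CD1d, and the iNKT1 subset is the one that expresses the transcription factor T-bet, encoded by Tbx21. Gene expression was measured by RNA-seq in iNKT1 cells from 3 tissues of mice with a Tbx21-driven Cre and a YFP reporter. There were 3 thymus, 3 liver and 3 spleen libraries. The comparisons ask how the transcriptome of these cells differs between the thymus and the 2 peripheral tissues, and between those 2. Values are the authors' normalised read counts, and groups are given as mean ± SD.

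Depth differed by library. The deposited values corresponded to 25031652, 27714999 and 18499492 reads in thymus replicates 1, 2 and 3, to 31567010, 27673470 and 3870363 reads in liver replicates 1, 2 and 3, and to 37152711, 32470564 and 39552311 reads in spleen replicates 1, 2 and 3. Reads from the mitochondrial ribosomal RNA genes made up 24.2% to 34.2% of the libraries. At least 1 read was recovered for 10476 genes in thymus replicate 1 and for 11180 in thymus replicate 2, against 11781 to 13038 in the other 7 libraries. Across genes, the Pearson correlation of log2(value + 1) between libraries of a tissue was 0.727 to 0.767 in the thymus, 0.81 to 0.873 in the liver and 0.808 to 0.857 in the spleen. Between liver and spleen libraries it was 0.779 to 0.862, between thymus and liver libraries 0.733 to 0.83, and between thymus and spleen libraries 0.73 to 0.811, so the thymus libraries were no closer to each other than to the other tissues. Genes are not independent replicates, so these correlations only describe the libraries. The labels give no batch or sex. In each tissue the library numbered 2 had Xist at 84543 or more and at most 21 reads of the 4 Y-linked genes in the table, while the other 6 libraries had at least 1454 such reads. With 1 such library per tissue no test was possible within them. With these libraries as a term in the fit, 40, 55 and 3 genes passed the threshold in the pairwise comparisons below. Over only the libraries numbered 1 and 3, with 2 per tissue, 12, 19 and 0 did, and 339 genes had an unadjusted p under 0.05 in liver vs spleen.

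**Figure D1:**
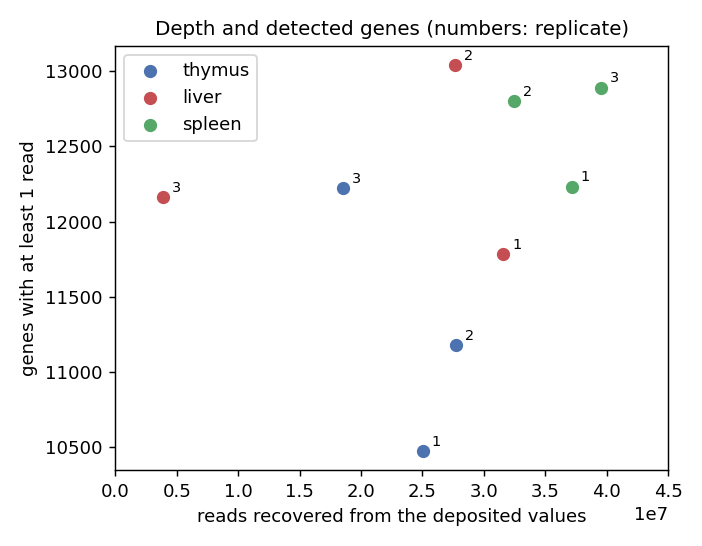
Genes with at least 1 recovered read (vertical axis) against the number of recovered reads (horizontal axis) for the 9 libraries, coloured by tissue and numbered by replicate. Liver replicate 3 had 12162 genes from 3870363 reads, and thymus replicate 1 had 10476 from 25031652.

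Of the sum of squares over the 2000 most variable genes, 33.7% lay between tissues, and 4 of the 280 partitions of the libraries reached a share as large (exact permutation test, one-sided, p = 0.0143). Any grouping into 3 puts some of the sum of squares between groups, and on average more of it when there are fewer libraries. The size of the share alone therefore does not measure separation. The alternative that moved this share most was leaving out thymus replicate 3, which gave 41.8%, and part of such a rise arises by construction. Without liver replicate 1 the exact p was 0.0536, and without spleen replicate 1 it was 0.0571, so each of these libraries decided whether the test passed 0.05. The smallest p these partitions can give is 0.00357. The first principal component held 29.2% of the variance and the second 19.3%. Thymus replicates 1 and 2 lay at 147.32 and 82.84 on the first component, and the 6 liver and spleen libraries lay between -48.85 and -30.33. On the second, those thymus replicates lay at 84.76 and -128.22. Thymus replicate 3 lay at 7.72 and -9.06, nearer to the liver and spleen libraries than to the other thymus libraries.

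An F-test of any tissue difference (limma-trend) found 46 of 13309 genes with an adjusted p-value under 0.05, and 1324 genes at an unadjusted p under 0.05. DESeq2 on the recovered reads moved this count most, to 373 genes, while edgeR's quasi-likelihood test on the same reads gave 31.

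Between liver and thymus, 43 genes passed the threshold, 27 higher and 16 lower in liver. At an unadjusted p under 0.05 there were 1550 genes, where 665 would be expected by chance. None of the 43 genes had overlapping values in the 2 tissues; of all genes tested 15.3% did not overlap, where chance gives 10%. The median log2 fold change of all genes was 0.29 higher in liver, so fold changes near that value were not a departure from the other genes. With DESeq2 and edgeR on the recovered reads this median was -0.021 and -0.032, and with the replicate block in edgeR it was 0.157. DESeq2 on the recovered reads moved the count most, to 493 genes, and edgeR on the same reads gave 17, all of them among the 43. The balance of directions depended on the samples in the fit. With only the 6 samples compared it was 3 higher and 9 lower, and without thymus replicate 1 it was 43 higher and 6 lower. Leaving out thymus replicate 3 gave 151 genes, 123 higher and 28 lower, of which 39 were among the 43. Leaving out liver replicate 1, 2 or 3 gave 9, 8 and 8.

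Mmp9 (ENSMUSG00000017737) had the largest rise in liver, with a log2 fold change of 11.07 (SE 1.07, limma-trend adjusted p 2e-04). It was at 3349 ± 284 in liver (n = 3) and at 0.867 ± 1.46 in thymus (n = 3), where no library had more than 2 reads, which makes it at least 949-fold higher. Pak6, Casp1 and Tefm had no read in any thymus library. They were at least 191-fold, 144-fold and 113-fold higher in liver, at 676 ± 290, 510 ± 171 and 397 ± 289 (n = 3 each). Their limma-trend adjusted p-values were 0.0107, 0.0335 and 0.0407, and they passed in 23, 16 and 13 of 27 alternatives. The largest falls were in Styk1 and Ccr8. Styk1 fell from 5642 ± 2621 in thymus to 2.29 ± 3.23 in liver, with a log2 fold change of -11.12 (SE 1.87, limma-trend adjusted p 0.0197). Ccr8 fell from 5079 ± 4996 to 18.9 ± 31.9 (limma-trend adjusted p 0.0435), and it passed in 12 of 26 alternatives, with adjusted p-values from 0.00686 to 0.247. Apol9a was at 299 ± 132 in thymus and had no read in liver, at least 38.5-fold lower (limma-trend adjusted p 0.0421). It passed in 8 of 23 alternatives and in none of the 6 fits without 1 library that tested it. Apol9a has a near-identical copy, Apol9b, so its value is uncertain where the counting split reads between them. Itgae (ENSMUSG00000005947), which encodes the integrin αE chain, was at 5987 ± 2164 in thymus and 141 ± 209 in liver, 42.6-fold lower by the means, with a log2 fold change of -6.75 (SE 1.21, limma-trend adjusted p 0.0261). The size of this fall depended on liver replicate 1, with Itgae at 381.9, 26.58 and 13.05 in liver replicates 1, 2 and 3. Without liver replicate 1 the log2 fold change was -8.17. The change in Mmp9 passed in all 27 alternatives. That in Itgae passed in 20 of 27, with adjusted p-values from 6.75e-07 to 0.296, and it was lost in 5 of the 9 fits that each left out 1 library, with the highest value without liver replicate 3 (limma-trend adjusted p 0.158). Of the 43 genes, 3 were unnamed gene models.

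Between spleen and thymus, 53 genes passed the threshold, 25 higher and 28 lower in spleen, with 1555 genes at an unadjusted p under 0.05 against 665 expected by chance. The 3 values of each tissue did not overlap in any of the 53 genes. The median log2 fold change of all genes was 0.33 higher in spleen, while DESeq2 gave -0.001, edgeR -0.000 and edgeR with the block 0.194. DESeq2 on the recovered reads gave 534 genes and edgeR 32, all of the latter among the 53. Scaling to equal library totals gave 38 genes, 22 higher and 16 lower, and equal totals without mitochondrial genes also gave 22 higher and 16 lower. With only the 6 samples compared, 3 were higher and 13 lower. Leaving out thymus replicate 1 or 2 gave 34 higher and 21 lower each. Leaving out thymus replicate 3 gave 140 genes, 106 higher and 34 lower, of which 43 were among the 53. Leaving out spleen replicate 1, 2 or 3 gave 14, 11 and 9.

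Mmp9 was again the largest rise, at 1425 ± 752 in spleen (n = 3), at least 404-fold higher than in thymus, with a log2 fold change of 9.66 (SE 1.07, limma-trend adjusted p 0.000468). Pak6, Rbm24 and Kcnmb4 were at least 137-fold, 203-fold and 256-fold higher in spleen, with limma-trend adjusted p-values of 0.0128, 0.0204 and 0.0449. They passed in 23, 20 and 12 of 27 alternatives. The spleen values of Kcnmb4, 902 ± 1118, spread over more than their mean. Ccr8 had the largest fall, at least 2500-fold, to 0.233 ± 0.404 (limma-trend adjusted p 0.0131). Apol9a was at least 147-fold lower in spleen (limma-trend adjusted p 0.0283). It passed in 12 of 23 alternatives and in none of the 6 fits without 1 library that tested it. Itgae fell to 38.4 ± 18.2, a log2 fold change of -7.28 (SE 1.21, limma-trend adjusted p 0.0146). Pmepa1 fell from 2642 ± 1784 to 26.4 ± 20.3, 100-fold by the means (limma-trend adjusted p 0.027). The Mmp9 change passed in all 27 alternatives and the Itgae change in 23 of 27, with adjusted p-values from 4.23e-13 to 0.117. Itgae was lost without spleen replicate 1, 2 or 3 (limma-trend adjusted p 0.0599, 0.0655 and 0.079). Of the 53 genes, 2 were unnamed gene models.

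**Figure D2:**
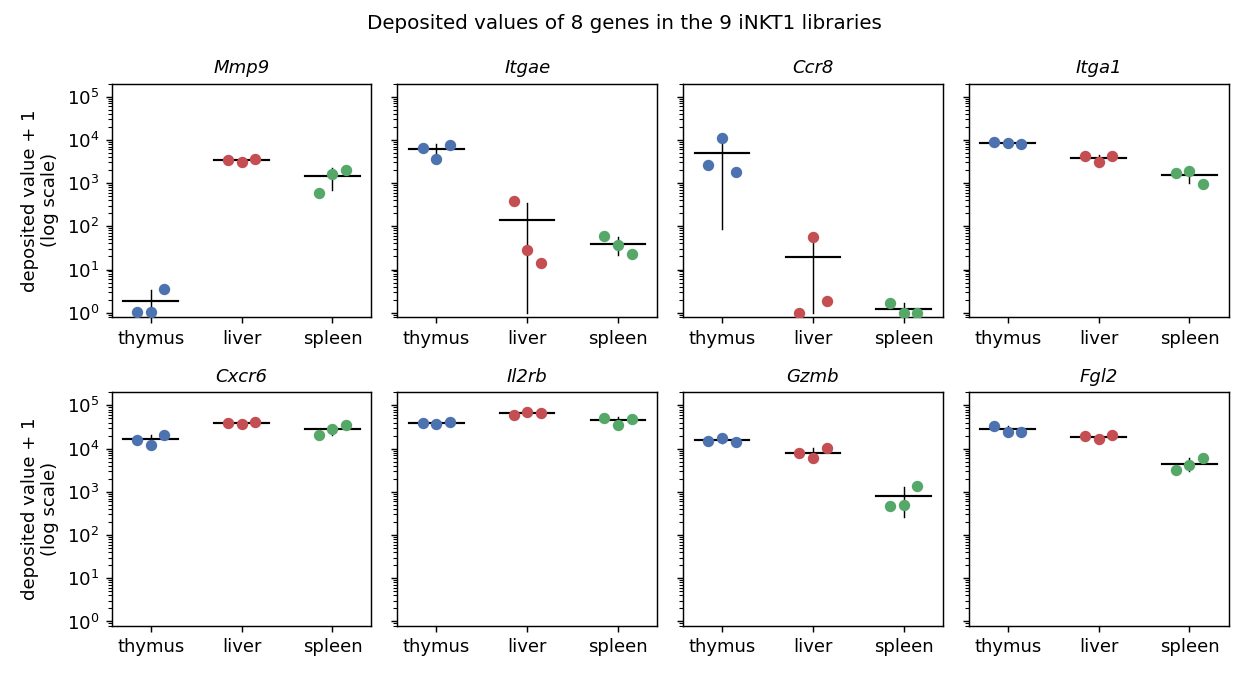
Deposited values plus 1 (log axis) of 8 genes in the 9 libraries, by tissue. Points are libraries, horizontal lines are means and vertical lines are 1 SD, drawn no lower than 1. Mmp9 had at most 2 reads in a thymus library, and Gzmb was lower in every spleen library than in every liver or thymus library.

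The 2 thymus comparisons overlapped. In 29 genes the change passed the threshold in both with the same sign, 19 higher and 10 lower in the periphery, and in 0 genes with opposite signs. The 29 include Apol9a and members of the Klra and Art2 families, whose near-identical copies make their values uncertain. A further 14 genes passed only in liver and 24 only in spleen. The liver vs spleen comparison tests whether those effects differed, and of these genes only Gzmb and Fgl2 passed there, both from the 24. Because both comparisons use the same thymus libraries, some overlap arises by construction. The 50 simulated tables without any tissue difference gave at most 1 shared gene. In 50 further tables without a tissue difference, redrawn with the spread of each real library, 0 genes were shared. Both kinds of table drew genes or their signs independently, so they hold no effect that moves many genes of a library together. Regrouping the real libraries keeps such effects. Of 100 drawn partitions the real one gave the most shared genes, and the highest other count was 26, with a median of 0. Other partitions can also keep part of a tissue difference, so they do not separate the 2. Across all genes, the Pearson correlation of the 2 log2 fold changes was 0.723, against a median of 0.672 and a range of 0.660 to 0.684 in the redrawn tables, so a correlation nearly as high arises from the shared thymus libraries without any tissue difference. The redrawn thymus libraries were somewhat noisier than the real ones, with a mean correlation among them of 0.687 against 0.733. edgeR on the recovered reads gave 11 shared genes. Leaving out any 1 of the 6 liver and spleen libraries left between 4 and 8 shared genes, and leaving out thymus replicate 3 gave 88.

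**Figure D3:**
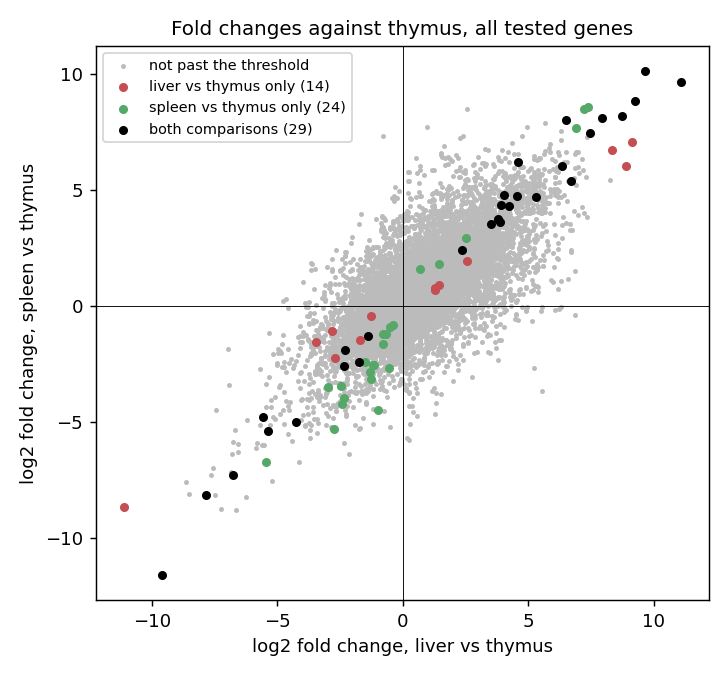
Log2 fold changes (log2 of value + 1) of all tested genes in liver vs thymus (horizontal axis) and spleen vs thymus (vertical axis). Black points are the 29 genes past the threshold in both comparisons, red the 14 only in liver, green the 24 only in spleen and grey the rest. Every coloured point has the same sign in both comparisons.

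Between liver and spleen, 2 genes passed the threshold, both higher in liver, with 403 genes at an unadjusted p under 0.05, fewer than the 665 expected by chance. This depended on the fit. On only the 6 samples compared, 6 genes passed and 890 had an unadjusted p under 0.05, and with array weights over all 9 samples 18 passed and 1170 did, both more than chance gives. Gzmb (ENSMUSG00000015437), which encodes granzyme B, was at 8048 ± 2173 in liver and 786 ± 527 in spleen (n = 3 each). It was 10.2-fold higher by the means, with a log2 fold change of 3.51 (SE 0.40, limma-trend adjusted p 0.00297). Fgl2 (ENSMUSG00000039899) was at 19046 ± 1724 in liver and 4502 ± 1507 in spleen, a log2 fold change of 2.13 (SE 0.25, limma-trend adjusted p 0.00297). Leaving out liver replicate 1 or liver replicate 3 left 0 genes past the threshold, with 319 and 330 at an unadjusted p under 0.05, and both genes then had adjusted p-values of 0.0645 and 0.0507 (limma-trend). Each gene passed in 24 of 27 alternatives, with adjusted p-values from 2.06e-09 to 0.0646 for Gzmb and from 5.03e-07 to 0.107 for Fgl2. DESeq2 on the recovered reads gave 28 genes, and edgeR gave the same 2 genes.

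Of the 20 panel genes, 19 could be tested, and Ccr7 did not pass the filter on low values. Adjusted over all genes, 2 passed in liver vs thymus (Cxcr6 and Itgae), 2 in spleen vs thymus (Itga1 and Itgae) and 0 in liver vs spleen. Adjusted over the list alone, the counts were 5, 4 and 3. In the 9 fits that each left out 1 library these ran from 3 to 7, 2 to 6 and 0 to 3. Over all genes, the counts in those fits ran from 0 to 2 and 1 to 3 and stayed at 0 in liver vs spleen. Cxcr6 (ENSMUSG00000048521), a chemokine receptor, was at 16265 ± 4146 in thymus, 39191 ± 1450 in liver and 27861 ± 6723 in spleen. Its log2 fold change in liver vs thymus was 1.30 (SE 0.22, limma-trend adjusted p 0.0197), which is 1.01 above the median of all genes, and it was lost without liver replicate 1, 2 or 3 (limma-trend adjusted p 0.121, 0.0932 and 0.147; range over 27 alternatives 0.00281 to 0.302). Itga1, the integrin α1 chain, fell from 8354 ± 420 in thymus to 3789 ± 639 in liver and 1514 ± 498 in spleen. The log2 fold change in spleen vs thymus was -2.52 (SE 0.34, limma-trend adjusted p 0.00334), and it passed in all 27 alternatives. Adjusted over the list alone, Il2rb, Cxcr3 and Itga1 also passed in liver vs thymus, Cxcr6 was among those that passed in spleen vs thymus, and Il2rb, Itga1 and Zfp683 in liver vs spleen. Tbx21 was at 3005 ± 2400, 2729 ± 679 and 3298 ± 490 in thymus, liver and spleen, with log2 fold changes of 0.12 in liver and 0.41 in spleen against thymus (limma-trend adjusted p 0.946 and 0.768), within the spread of the replicates. The sign in liver depended on the scale, since the mean was lower in liver than in thymus. Thymus replicates 1, 2 and 3 had Tbx21 at 1386, 5762 and 1868. Over all genes, Zbtb16, Klrb1c, Ifng, Cd44, Cd69, Klf2, S1pr1, Tcf7, Eomes and Gata3 passed in no comparison.

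Camera compares a list with the other genes, so a list can be placed lower while its own fold changes straddle 0. Of 21 list tests, 13 passed an adjusted p of 0.05. The residency list of 34 genes was lower in spleen than in thymus (median log2 fold change -0.73, camera adjusted p 3.62e-05), with 11 of its genes higher and 23 lower. It was also lower in liver than in thymus (median -0.44, adjusted p 0.00717) and higher in liver than in spleen (median 0.26, adjusted p 0.00849). The last of these was lost without spleen replicate 2 (0.0655) and over only the libraries numbered 1 and 3 (0.116). The fit over the libraries numbered 1 and 3 lost 5 list calls in all. Under both an estimated correlation and fry, only the residency list in spleen vs thymus held, with adjusted p-values of 0.0313 and 0.00555. Fry alone also passed the residency list in liver vs thymus and in liver vs spleen (0.0455 each) and the type 1 effector list in spleen vs thymus (0.042). It also passed the immediate early list in spleen vs thymus (0.0429), which camera did not. Members of the residency list went both ways: Itgae, Itga1 and Inpp4b fell in spleen, while Ccr9 rose from 338 ± 324 in thymus to 3665 ± 349 in liver and 6401 ± 2017 in spleen (limma-trend adjusted p 0.0197 and 0.00386).

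The type 1 effector list was lower in liver and in spleen than in thymus (camera adjusted p 0.00717 and 5.78e-05) and higher in liver than in spleen (0.0313). In the 9 fits that each left out 1 library, the liver vs thymus call was lost in 1, without thymus replicate 1 (0.155). The liver vs spleen call was lost in 5, without thymus replicate 1 (0.0529), liver replicates 1 and 2 (0.236 and 0.0669) and spleen replicates 2 and 3 (0.0576 and 0.107). Its median log2 fold change in spleen vs thymus, -0.19, lay at the 16.8 percentile of random lists matched on mean expression, whose median was -0.09, so it was not unusual for genes of that expression. Of the 13 list tests past the threshold, 9 had a median outside the central 95% of matched lists. The other 4 were this one, the type 1 effector list in liver vs spleen (93.8), the recirculation list in liver vs thymus (3.29) and the interferon response list in spleen vs thymus (3.61). Among its members, Gzmb was 19.8-fold lower in spleen than in thymus by the means (limma-trend adjusted p 6.46e-05). Klrd1 fell from 16989 ± 3592 in thymus to 3352 ± 744 in liver and 2792 ± 624 in spleen (limma-trend adjusted p 0.00355 and 0.000783). Il18r1, Il18rap and Klrk1 passed the threshold in liver vs thymus and Gzma in spleen vs thymus, all lower than in thymus. In the 9 fits that each left out 1 library they lost the call in 1, 8, 7 and 7 fits. The recirculation list was lower in both peripheral tissues (camera adjusted p 0.00111 in liver and 0.00348 in spleen). Its member Il7r fell from 39232 ± 11152 in thymus to 3638 ± 1352 in liver (limma-trend adjusted p 2e-04). Its value in spleen, 13699 ± 4522, did not pass (limma-trend adjusted p 0.0652). The cell cycle list was higher in liver than in thymus (median log2 fold change 1.73, camera adjusted p 5.78e-05), in spleen than in thymus (1.63, 0.0192) and in liver than in spleen (0.68, 0.0121), but none of its genes passed alone in any comparison. The spleen vs thymus call was lost without thymus replicate 1 (0.125) or spleen replicate 3 (0.225), and the liver vs spleen call without liver replicate 3 (0.378) or spleen replicate 2 (0.23). With genes of at most 3 reads in 1 tissue set at their bound, the first 2 medians were 1.73 and 1.77. The interferon response list was lower in spleen than in thymus (median -0.29, adjusted p 0.00717), with Ifit1 as its member past the threshold (limma-trend adjusted p 0.043). Ifit1 kept this call in 6 of 27 alternatives and lost it in all 9 fits that left out 1 library (limma-trend adjusted p 0.0529 to 0.212). The iNKT2 and iNKT17 markers were lower in liver than in spleen (median -0.76, adjusted p 0.0265), but the call was lost in 5 of the 9 fits without 1 library. These were the fits without thymus replicates 1 and 3 (0.0529 and 0.0754), liver replicates 2 and 3 (0.0669 and 0.125) and spleen replicate 1 (0.295). The immediate early list passed in no comparison by camera over all 9 libraries. It passed without spleen replicate 3 in spleen vs thymus and in liver vs spleen (0.0444 each), and without thymus replicate 3 in liver vs spleen (0.0496).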

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

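The edgeR fits, pseudocount 16, array weights, equal totals without mitochondrial genes, values without a read set to 0, the scalings of the gene lists and the fits that use the libraries numbered 2 were chosen after the data had been seen. Of these, edgeR without the block was the test planned for counts, and its use on the recovered reads was the later choice. The cause of a change was not tested unless it is named below.

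The tool moved the counts of genes past the threshold most. DESeq2 on the recovered reads gave 493 genes in liver vs thymus, 534 in spleen vs thymus, 28 in liver vs spleen, 373 for any tissue and 264 shared, and the 43, 53 and 2 genes of the pairwise comparisons were among them. edgeR on the same reads gave 17 in liver vs thymus, 32 in spleen vs thymus and 11 shared. Limma-trend on log2 CPM gave 4 genes in liver vs spleen. Array weights gave 18 genes there and 74 for any tissue. The cause was not tested for any of these.

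A fit over only the 6 samples compared gave 12, 16 and 6 genes in liver vs thymus, spleen vs thymus and liver vs spleen, of which 25%, 18.8% and 50% were higher. Over only the libraries numbered 1 and 3 it was 12, 19 and 0, with 16 for any tissue and 10 shared. Both fits have fewer samples by construction. In the last liver vs spleen fit, 339 genes had an unadjusted p under 0.05. A test against a fold change of 1.5 gave 21, 31 and 1 genes, and an adjusted p under 0.01 gave 7 in liver vs thymus and 13 in spleen vs thymus, as stricter thresholds do.

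Across the 9 fits that each left out 1 library, counts ran from 8 to 151 in liver vs thymus, 9 to 140 in spleen vs thymus, 0 to 3 in liver vs spleen, 18 to 74 for any tissue and 4 to 88 shared. The highest count of each came without thymus replicate 3, and in liver vs spleen the fit without thymus replicate 2 gave as many. Without liver replicate 1 or 3, liver vs spleen had 0 genes, and 319 and 330 at an unadjusted p under 0.05. The share of variance between tissues ran from 34.9% to 41.8%, and such a share is on average larger with fewer libraries by construction. Its exact permutation p was 0.0536 without liver replicate 1 (35.9%) and 0.0571 without spleen replicate 1 (35.6%), and at most 0.0429 in the other 7 fits. The cause of the other changes was not tested.

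Apart from the replicate block below, every other alternative kept the 5 counts within 1.5 times their value. Scaling to equal totals, with or without mitochondrial genes, moved the share of higher genes in spleen vs thymus from 47.2% to 57.9%. With upper quartile scaling and both equal-total scalings, liver vs spleen had 3 genes and 66.7% of them higher, against 100%. Upper quartile scaling raised the median log2 fold change of all genes from 0.29 to 0.47 in liver vs thymus and from 0.33 to 0.46 in spleen vs thymus.

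The replicate numbers are shared by the tissues. With the replicate block the counts were 42, 55 and 4 genes in the pairwise comparisons, 45 for any tissue and 30 shared. The block changed no gene list call, but it did change single genes. It kept 39 of the 43 genes in liver vs thymus and 48 of the 53 in spleen vs thymus. Of 32 calls of named, panel and list genes it kept 28. Residuals of libraries with the same number had correlations of -0.001 to 0.089 across genes, and 0 of 9 were over 0.1, so the numbers were not taken to pair the libraries. The mean was 0.040, against -0.020 for libraries with different numbers, and the libraries numbered 2 also share high Xist values.

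Of 32 combinations of gene and comparison past the threshold among the named, panel and list genes, all 32 kept their sign in every alternative that tested them and 7 kept the call in every one. Fits over only the samples compared and changed thresholds were not among these alternatives. The 7 were Il7r, Mmp9 and Klrd1 in liver vs thymus, and Gzmb, Mmp9, Klrd1 and Itga1 in spleen vs thymus. Over single genes, 92 results were weaker and 6 stronger, and in the fits without 1 library 116 were weaker and 1 stronger. For the panel counts, 13 moved, and 14 in the fits without 1 library.

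Among the gene lists, 26 results were weaker and 1 stronger, and in the fits without 1 library 16 were weaker and 4 stronger. The 26 were 12 with an estimated correlation, 9 with fry and 5 over only the libraries numbered 1 and 3. The iNKT2 and iNKT17 markers in liver vs thymus, past the threshold in no fit, changed direction with fry (adjusted p 0.781), over only the libraries numbered 1 and 3 (0.985), without thymus replicate 3 (0.676) and without liver replicate 3 (0.95), and their values ran from 0.261 to 0.954 in the fits without 1 library. The recirculation list in liver vs spleen changed direction without liver replicate 3 (0.945) and without spleen replicate 1 (0.601), with values from 0.0195 to 0.945. The cause was not tested. No scaling changed the camera direction or call of a list. In liver vs thymus, the median of the iNKT2 and iNKT17 markers turned from -0.02 to 0.13 and that of the interferon response from -0.03 to 0.16 under upper quartile scaling, and both were also above 0 under the equal-total scalings.

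Depth limits liver replicate 3 most. It had 3870363 reads, 1 read was worth 6.05 units, and low genes there have coarser values than in the other libraries. Of the genes changed 32-fold in simulated data, 46.4% were called in liver vs thymus, and of those changed 4-fold 10.6% were, so a gene without a call is not shown to be unchanged.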

Other observations

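The tests of carry-over, sex, Alb, Igkc and Mmp9 below were chosen only after the results were seen; the splits and the tests of the general rise, Itgae and the cell cycle list were written before. The carry-over test replaced a first version, on genes specific to a library, and the number of genes that counts as evidence in it was lowered after its values had been seen.

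Other splits of the samples were fitted in the same way. In liver vs thymus, spleen vs thymus and liver vs spleen, 1 of the 10 splits of the 6 samples, the real one, gave as many genes, and the other splits gave at most 0. A share below 0.1 cannot be reached with 10 splits. Of 100 drawn partitions of the 9 samples, 1 gave as many genes for any tissue (the highest other count was 38), 1 gave as many shared genes (highest other 26) and 1 gave as many gene list tests past the threshold (highest other 10, median of the others 3). In each case it was the real one.

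On the log2(value + 1) scale, most genes were higher in liver and spleen than in thymus, with median log2 fold changes of 0.29 and 0.33. In the fits without 1 library they ran from 0.17 to 0.43 and from 0.20 to 0.46, and both were lowest without thymus replicate 1. The count models on the recovered reads did not show this rise, with medians of -0.021 and -0.001 in DESeq2 and -0.032 and -0.000 in edgeR, although edgeR with the replicate block gave 0.157 and 0.194. Limma-trend on log2 CPM of the same reads did show it, with medians of 0.395 and 0.456. With every library thinned to 3870363 reads, the smaller of the medians was 0.42, which argues against depth as the whole cause. The rise sat in weakly expressed genes. In the 3328 genes with the lowest means the medians were 1.07 in liver and 1.16 in spleen, and in the 3327 genes with the highest means they were -0.09 and -0.07. Weakly expressed genes missing from the thymus libraries are a candidate explanation. After thinning, thymus replicates 1 and 2 had 9909 and 10116 genes with a read, and the other 7 libraries had 11074 to 12397. A lower RNA input into those libraries and a difference between the tissues stay open, and neither was tested.

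Xist was at 96505, 84543 and 107736 in the libraries numbered 2 of thymus, liver and spleen. It was at 16531 in thymus replicate 3 and at most 125.2 in the other 5 libraries. The highest sum of the 4 Y-linked genes in a library numbered 2 was 0.25% of the lowest sum in the other 6, which is consistent with animals of both sexes among the replicates. The labels do not give sex. Thymus replicate 3 had both Xist and 7013 reads of the Y-linked genes. Carry-over from a library numbered 2 would bring its abundant genes at the fraction seen for Xist, 17.1%, 19.6% or 15.3%. In thymus replicate 3, 52 genes abundant in thymus replicate 2 lay under 2% of their level there, and so did 7 genes abundant in liver replicate 2 and 9 in spleen replicate 2, which argues against each as the source. A pool of cells from animals of both sexes could also give this pattern and was not tested.

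Some genes of other cell types were read in the libraries. Alb was at 1288, 1588 and 1172 in liver and at most 10.4 in spleen. Of 13 other hepatocyte genes, 5 were read in every liver library and higher there than in every spleen library, against 0.65 by chance, so RNA from hepatocytes may be present but most of the list did not follow. The hepatocyte list made up at most 0.00882% of a library. Alb was also at 268.3 in thymus replicate 2. Igkc was at 49535 in liver replicate 1 and 18137 in spleen replicate 1, and at most 161.5 elsewhere. Of 14 other B cell genes, 8 were highest in replicate 1 among the liver libraries, which leaves RNA from B cells open there, and 12 among the spleen libraries, where it fits. In spleen replicate 1, 11 of 12 myeloid genes were also highest, so a mixture of other cells is a candidate source there. The B cell list ran from 0.0131% to 0.213% of a library, with 1 of its 15 genes in the table at 100 or more in every library. The erythroid list ran from 0.000163% to 0.00565% and the myeloid list from 0.00671% to 0.037%.

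Mmp9 was at 591.9 or more in each liver and spleen library. The median of the 12 myeloid genes, most of them expressed by macrophages, was at most 2.69% of Mmp9 in the 5 libraries other than spleen replicate 1. This argues against RNA from macrophages as the source of Mmp9 there. The case is weaker in liver replicate 1, where Cd68 was at 1171, Fcer1g at 1960 and Cst3 at 937.8 against Mmp9 at 3430. In that library Csf1r, C1qb, C1qc, Adgre1 and Hmox1 had no read. In spleen replicate 1 the median of the 12 genes was 181% of Mmp9. Csf1r was at 1297, Hmox1 at 1276, Cd68 at 1188 and C1qc at 883 there against Mmp9 at 591.9. Macrophages stay open as the source of Mmp9 in that library. Lyz2, an abundant transcript of neutrophils, was at most 11.3% of Mmp9 in any of the 6 libraries. It was at 13.36 in spleen replicate 1 beside those macrophage genes, so this gene alone does not decide whether RNA from neutrophils contributed. A difference between the tissues in the iNKT1 cells themselves stays a hypothesis.

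Itgae was higher in thymus. RNA from immature thymocytes would bring their abundant genes. Of the 4 tested as such, the highest mean over the thymus libraries was 2.71% of that of Itgae, which argues against such RNA as the whole source of Itgae. The 4 leave out Cd4 and Satb1, at 985.3 or more and 23274 or more in the thymus libraries. Both were also read in every liver and spleen library, at 5468 or more and 16165 or more, so they do not decide the question. Thymus replicates 1 and 2 had no read of Rag1 and had Itgae at 6590 and 3586. In thymus replicate 3, with Itgae at 7786, Rag1 was at 486.2, Cd8a at 256.9, Arpp21 at 153 and Dntt at 11.27. Rag1 and Dntt were under 1 and Arpp21 at most 5.815 in the other 8 libraries. Some RNA from immature thymocytes in thymus replicate 3 is a possible explanation for Rag1, Arpp21 and Dntt and was not tested. Cd8a was also at 1116 in liver replicate 1 and 145.9 in liver replicate 2, where Rag1 and Arpp21 had no read. It is therefore not specific to thymus replicate 3. The immature thymocyte list as a whole ran from 0.132% to 0.203% of a library and was not higher in thymus. Of its 13 genes in the table, 4 were at 100 or more in every library and 2 are in another list. A difference in the iNKT1 cells stays open as a hypothesis.

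The cell cycle list rose in liver against thymus with a median log2 fold change of 1.73. Random lists matched on mean expression had a median of 0.33, and 100% of 10000 had a smaller median than the list, which argues against a rise of all genes of similar expression. Genes of this list vary together, and neither fry (adjusted p 0.0768) nor an estimated correlation (0.222) passed the threshold. A difference in proliferation between the tissues is a possible explanation and was not tested.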
